# Genetic dissection of the fatty liver QTL *Fl1sa* by using congenic mice and identification of candidate genes in the liver and epididymal fat

**DOI:** 10.1186/s12863-016-0453-7

**Published:** 2016-11-17

**Authors:** Miyako Suzuki, Misato Kobayashi, Tamio Ohno, Shinsaku Kanamori, Soushi Tateishi, Atsushi Murai, Fumihiko Horio

**Keywords:** Fatty liver, Congenic, *fl1sa*, Epididymal fat, Interaction, QTL, Candidate gene, Mouse

## Abstract

**Background:**

Nonalcoholic fatty liver disease (NAFLD) is a multifactorial disease caused by interactions between environmental and genetic factors. The SMXA-5 mouse is a high-fat diet-induced fatty liver model established from SM/J and A/J strains. We have previously identified *Fl1sa*, a quantitative trait locus (QTL) for fatty liver on chromosome 12 (centromere-53.06 Mb) of SMXA-5 mice. However, the chromosomal region containing *Fl1sa* was too broad. The aim of this study was to narrow the *Fl1sa* region by genetic dissection using novel congenic mice and to identify candidate genes within the narrowed *Fl1sa* region.

**Results:**

We established two congenic strains, R2 and R3, from parental A/J-12^SM^ and A/J strains. R2 and R3 strains have genomic intervals of centromere-29.20 Mb and 29.20–46.75 Mb of chromosome 12 derived from SM/J, respectively. Liver triglyceride content in R2 and R3 mice was significantly lower than that in A/J mice fed with a high-fat diet for 7 weeks. This result suggests that at least one of the genes responsible for fatty liver exists within the two chromosomal regions centromere-29.20 Mb (R2) and 29.20–46.75 Mb (R3). We found that liver triglyceride accumulation is inversely correlated with epididymal fat weight among the parental and congenic strains. Therefore, the ectopic fat accumulation in the liver may be due to organ-organ interactions between the liver and epididymal fat. To identify candidate genes in *Fl1sa*, we performed a DNA microarray analysis using the liver and epididymal fat in A/J and A/J-12^SM^ mice fed with a high-fat diet for 7 weeks. In epididymal fat, mRNA levels of *Zfp125* (in R2) and *Nrcam* (in R3) were significantly different in A/J-12^SM^ mice from those in A/J mice. In the liver, mRNA levels of *Iah1* (in R2) and *Rrm2* (in R2) were significantly different in A/J-12^SM^ mice from those in A/J mice.

**Conclusions:**

In this study, using congenic mice analysis, we narrowed the chromosomal region containing *Fl1sa* to two regions of mouse chromosome 12. We then identified 4 candidate genes in *Fl1sa*: *Iah1* and *Rrm2* from the liver and *Zfp125* and *Nrcam* from epididymal fat.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12863-016-0453-7) contains supplementary material, which is available to authorized users.

## Background

Nonalcoholic fatty liver disease (NAFLD) is a multifactorial disease caused by interactions between environmental and genetic factors. NAFLD is frequently complicated by type 2 diabetes, obesity, insulin resistance, and hyperlipidemia. In developed countries, the prevalence of NAFLD reached approximately 30% of adults [1, 2]. Environmental factors such as high-fat diets, methionine/choline-deficient diets, and low-carbohydrate (ketogenic) diets can induce development of NAFLD [3, 4]. In humans, *APOC3* variants, *PLIN1* mutations, and *PNPLA3* variants have been reported as genetic factors of NAFLD [1, 5]. However, the underlying mechanism of how environmental and genetic factors interact to cause NAFLD is largely unknown.

SMXA-5 mouse is one of the SMXA recombinant inbred (RI) strains established from parental SM/J and A/J strains [6]. We have previously found that SMXA-5 mice developed severe fatty liver on a high-fat diet, although parental SM/J and A/J mice were resistant to fatty liver [7]. To elucidate the genetic mechanism of NAFLD in SMXA-5 mice, we performed a quantitative trait locus (QTL) analysis using (SM/J × SMXA-5)F2 intercrossed mice and identified a significant QTL (*Fl1sa*, ***f*** *atty* ***l*** *iver* ***1*** *in* ***S*** *MX* ***A*** *RI strains*) for liver weight, liver triglyceride, and liver total lipid content on centromere-53.06 Mb of mouse chromosome 12 [8]. This QTL for the development of fatty liver was attributed to the A/J allele. To confirm the effect of *Fl1sa*, we analyzed the fatty liver phenotypes in A/J-12^SM^ chromosomal substitution (consomic) mice, in which chromosome 12 of the SM/J mouse was introduced into the A/J mouse genome. Consequently, we demonstrated that liver total lipid, liver triglyceride, and liver weight in A/J-12^SM^ mice were significantly lower than those in A/J mice on a high-fat diet for 7 weeks, but not lower than those in mice on the normal diet [9]. We verified the effect of the A/J-derived *Fl1sa* on the development of the high-fat diet-induced fatty liver. We also identified three candidate genes, *Iah1*, *Rrm2*, *Prkd1*, in *Fl1sa* by DNA microarray analysis using livers of A/J and A/J-12^SM^ mice fed on a high-fat diet.

In this study, to narrow the chromosomal region of *Fl1sa*, first, we constructed two strains of congenic mice, R2 and R3, from parental A/J and A/J-12^SM^ strains (Fig. 1), and then analyzed the lipid accumulation in their liver. As the liver triglyceride content in R2 and R3 congenic mice was significantly lower than that in A/J mice, the *Fl1sa* region was narrowed to two parts of chromosome 12. Subsequently, in both the narrowed *Fl1sa* regions, we attempted to identify candidate genes in *Fl1sa* using DNA microarray analyses of liver and epididymal fat from A/J and A/J-12^SM^ mice. As a result, we identified several candidate genes in both the liver and epididymal fat.

**Fig. 1:**
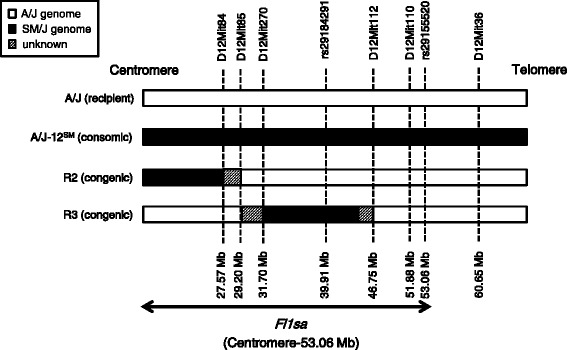
Chromosome 12 constructs of consomic and congenic strains. The genomes of consomic and congenic strains consist of recipient A/J and donor SM/J genomes. White and black boxes represent A/J and SM/J genomic intervals, respectively. Gray boxes represent unclear regions where the genomic intervals were derived from the A/J or SM/J strains. Arrow represents the *Fl1sa* region (centromere-53.06 Mb) on chromosome 12

## Methods

### Animals

The A/J strain was purchased from Japan SLC (Hamamatsu, Japan) and maintained in our facility at the Graduate School of Bioagricultural Sciences, Nagoya University. The A/J-12^SM^ strain (chromosome 12 consomic mouse) was constructed from the A/J (recipient) and SM/J strain (donor) at the Institute for Laboratory Animal Research (Nagoya University) as previously described [10]. The R2 and R3 congenic strains were constructed from A/J (recipient) and A/J-12^SM^ strains (Fig. 1). Practically, to produce N1 mice that were heterozygous for the SM/J-derived chromosome 12 on the background strain A/J, male A/J-12^SM^ mice were mated with female A/J mice. The N1 mice were then backcrossed to A/J mice to produce heterozygous mice carrying novel genomic intervals of interest on chromosome 12. Heterozygous mice were mated with A/J mice and their progeny with the same genomic intervals were obtained. Finally, to generate mice carrying homozygous novel genomic intervals, the heterozygous mice were intercrossed. Mouse tails were collected under anesthesia induced using isoflurane. Genomic DNA was extracted from tails using the DNeasy Blood & Tissue kit (QIAGEN). Microsatellite markers and single nucleotide-polymorphisms (SNPs) were used for genotyping of R2 and R3 genomic DNA (Additional file 1). The physical positions of microsatellite markers and SNPs were taken from the Ensembl database (GRCm38.P4). We previously mapped the QTL (*Fl1sa*) for fatty liver by using male (SM/JxSMXA-5)F2 mice [8]. Subsequently, we have confirmed that the *Fl1sa* contributed to fatty liver traits in male A/J-12^SM^ consomic mice [9]. Therefore, in this study, all procedures were performed by using only male mice. All mice were maintained in our facilities at a temperature of 23 ± 2 °C, humidity of 55 ± 5%, and a light/dark cycle of 12 h. Mice were weaned at 3 weeks of age and housed at one animal per cage. All mice had access to food and tap water *ad libitum*.

### Experimental schedule and diet composition

Male A/J, A/J-12^SM^, R2, and R3 mice were fed CE-2 standard chow (CLEA Japan, Inc., Japan) until 6 weeks of age, thereafter fed a high-fat diet (D07053003; Research Diets, New Brunswick, NJ, USA) from 6 to 13 weeks of age. The composition (per kg diet) of the high-fat diet was as follows: casein, 209 g; carbohydrate (corn starch: sucrose: maltodextrin 10, 94:100:175), 369 g; mineral mix S10022G, 35 g; vitamin mix V10037, 10 g; choline bitartrate, 2 g; corn oil, 35 g; lard, 300 g; and cellulose BW200, 40 g. The content of fat in this diet was 56% (energy %). The body weight and food intake were measured every week during the experimental period (6–13 weeks of age). At 13 weeks of age, all mice were sacrificed by cervical dislocation after 4-h fast (9:00–13:00 h). The liver and white adipose tissue (subcutaneous fat, epididymal fat, mesenteric fat, and retroperitoneal fat) were harvested, weighed, and immediately frozen using liquid nitrogen. Blood samples were collected from orbital veins to measure serum lipids. All procedures and animal care were approved by the Animal Experiment Committee, Graduate School of Bioagricultural Sciences, Nagoya University (approval No. 2013021803, 2014020403, 2015022603) and were carried out in accordance with the Regulations on Animal Experiments of Nagoya University.

### Measurement of serum triglyceride and cholesterol

Serum triglyceride and cholesterol concentrations were measured using the Triglyceride-E test Kit (Wako Pure Chemical Industries, Japan) and the Cholesterol-E test Kit (Wako Pure Chemical Industries, Japan), respectively.

### Hepatic triglyceride and total lipid content analysis

Frozen livers (approximately 0.5 g each) were homogenized using chloroform-methanol (2:1), and statically extracted overnight. A portion of the organic extract was dried, and the hepatic triglyceride content was measured using the Triglyceride-E test Kit. The remaining organic solvent was used for total liver lipid measurement as previously described by Folch et al. [11].

### DNA microarray analysis in epididymal fat

Total RNA was isolated using the TRI reagent (Molecular Research Center Inc.) and RNeasy Mini Kit (QIAGEN) from frozen epididymal fat obtained from 4-h fasted A/J and A/J-12^SM^ male mice that were fed the high-fat diet for 7 weeks. Total RNA from three mice per strain was pooled for each chip. Whole transcripts from epididymal fats were measured using a Mouse Genome ST 2.0 array (Affymetrix). Raw data were normalized with RMA-sketch algorithm by Affymetrix Expression Console Software ver.1.3.0. The microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) (GSE79281). The details of expression profiles are shown in Additional file 2.

### Real-time RT-PCR

Total RNA was isolated using the TRI reagent from frozen liver and epididymal fat of A/J, A/J-12^SM^, R2, and R3 male mice that were fed the high-fat diet for 7 weeks. Isolated RNA was then treated with TURBO DNA-free kit (Ambion) to eliminate DNA contamination. Thereafter, the cDNA was synthesized from DNase-treated total RNA using the High Capacity Reverse Transcription kit (Applied Biosystems). Gene expression was determined using the StepOnePlus^TM^ Real-Time PCR System (Applied Biosystems) with the Thunderbird qPCR Mix or the Thunderbird SYBR qPCR Mix (TOYOBO, Japan). Each mRNA level was normalized to the corresponding *β-actin* mRNA level. To determine the mRNA level of *Iah1*, we used TaqMan probes (TaqMan Gene Expression Assays, Mm00509467_m1; Applied Biosystems). The details of primers used for the SYBR Green assays are shown in Additional file 3.

### Statistical analysis

All results were expressed as mean ± SEM. One-way ANOVA and subsequent Dunnett’s test were used to compare the means of A/J-12^SM^, R2, and R3 with those of A/J mice. Student’s *t*-test was used to compare the means between A/J and A/J-12^SM^ mice. The correlation between fatty liver parameters (liver weight and liver triglyceride content) and epididymal fat weight were analyzed using Spearman correlation analysis. Differences with *p* < 0.05 were regarded as significant. Statistical analyses were performed by using StatView 5.0 software (SAS Institute, Cary, NC).

## Results

### Phenotypic analysis in A/J, A/J-12^SM^, R2, and R3 mice that were fed the high-fat diet for 7 weeks

Although initial body weight and food intake were not different in each strain, the final body weight in A/J-12^SM^ and R3 mice was significantly lower than that in A/J mice (Table 1). Liver and mesenteric fat weights in A/J-12^SM^ mice were significantly lower than those in A/J mice. On the other hand, epididymal fat and retroperitoneal fat weight in A/J-12^SM^ mice were significantly higher than those in A/J mice. R2 and R3 mice did not show any significant differences in tissue weight compared to A/J mice. However, liver weight in R2 and R3 mice tended to be slightly lower than that in A/J mice. In addition, epididymal fat weight in R2 mice tended to be higher than that in A/J mice. Liver triglyceride content was significantly lower in A/J-12^SM^, R2, and R3 mice, compared with that in A/J mice (Fig. 2a). The changes in liver total lipid content in all strains were similar to those in liver triglyceride content (Fig. 2b). Liver triglyceride and liver total lipid in R2 and R3 mice showed intermediate values between those of A/J and A/J-12^SM^ mice. These results suggest that the genes responsible for fatty liver exist in the centromere-29.20 Mb (SM/J region in R2 strain) and 29.20–46.75 Mb (SM/J region in R3 strain) regions of chromosome 12, respectively (Fig. 1). Serum triglyceride concentration did not differ among all strains. Serum total cholesterol concentration in A/J-12^SM^ mice was significantly lower than that in A/J mice; however, there were no differences in R2 and R3 mice relative to the A/J mice (Fig. 2c and d).

**Table 1:** Body weight, food intake, and tissue weight in A/J, A/J-12^SM^ consomic mice and R2 and R3 congenic mice fed the high-fat diet

	A/J	A/J-12^SM^	R2	R3
Body weight (g)				
0 weeks of feeding with the HFD (Initial)	21.9 ± 0.3	22.1 ± 0.3	21.4 ± 0.4	21.2 ± 0.5
7 weeks of feeding with the HFD (Final)	39.4 ± 0.4	35.8 ± 0.7**	38.2 ± 0.9	35.6 ± 0.7**
Food intake (g/g BW/day)^a^				
3 weeks of feeding with the HFD	0.065 ± 0.003	0.065 ± 0.001	0.065 ± 0.002	0.071 ± 0.003
6 weeks of feeding with the HFD	0.053 ± 0.002	0.058 ± 0.001	0.052 ± 0.001	0.056 ± 0.002
Weight of tissues (g/100 g BW)				
Liver	3.66 ± 0.07	2.99 ± 0.08**	3.40 ± 0.07	3.47 ± 0.10
Subcutaneous fat^b^	3.86 ± 0.12	3.48 ± 0.12	3.73 ± 0.19	3.55 ± 0.17
Epididymal fat	4.82 ± 0.18	6.24 ± 0.21**	5.35 ± 0.16	4.97 ± 0.18
Mesenteric fat	3.60 ± 0.13	2.90 ± 0.11**	3.56 ± 0.17	3.32 ± 0.11
Retroperitoneal fat	1.26 ± 0.06	1.52 ± 0.04**	1.20 ± 0.04	1.40 ± 0.07

Each value is expressed as the mean ± SEM

*n* = 13–16, ** *p* < 0.01, significant difference versus A/J strain by Dunnett’s test

^a^BW, body weight

^b^Subcutaneous fat was dissected between the root of the forefoot and the hind leg on right side of the body

**Fig. 2:**
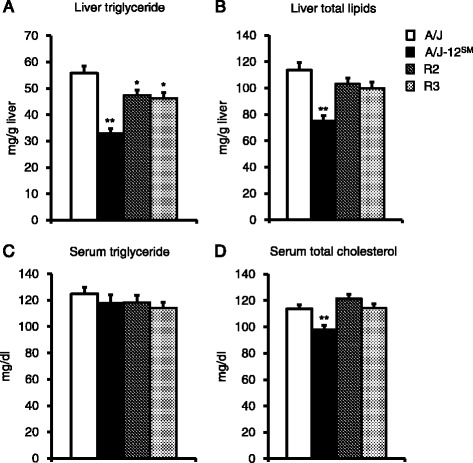
Liver lipids and serum lipids of A/J, A/J-12^SM^, and congenic strains. **a** Liver triglyceride concentration, **b** Liver total lipid concentration, **c **Serum triglyceride concentration, and **d** Serum total ﻿cholesterol concentraion of A/J, A/J-12^SM^, and congenic strains fed the high-fat diet for 7 weeks (*n* = 14–16, *p < 0.05, **p < 0.01 versus A/J mice by Dunnett’s test)

### DNA microarray analysis of epididymal fat in A/J mice and A/J-12^SM^ mice

Liver triglyceride and total lipid in A/J-12^SM^ mice were significantly lower than those in A/J mice (Fig. 2a and b). An inverse correlation in tissue weight was observed between epididymal fat and the liver (*r* = −0.701, *p* < 0.0001, Fig. 3a). In addition, there was an inverse correlation between epididymal fat weight and liver triglyceride (*r* = −0.539, *p* < 0.0001, Fig. 3b). These results suggest that epididymal fat is an important tissue for the development of fatty liver. We then performed DNA microarray analysis in A/J and A/J-12^SM^ mice using total RNA obtained from epididymal fat. We identified genes whose expression levels were changed <0.60-fold or >1.68-fold in A/J-12^SM^ mice compared to those in A/J mice (Additional file 2 and Table 2). In epididymal fat, 19 genes were differentially expressed between the A/J and A/J-12^SM^ mice in the centromere-46.75 Mb region on chromosome 12. The genes *Pfn4*, *Fkbp1b*, *Apob*, *Nt5c1b*, *Ntsr2*, *Zfp125*, *Rsad2*, *Cmpk2,* and *Allc* were found in the R2 interval (centromere-29.20 Mb) on chromosome 12 (Table 2). Furthermore, the genes *Sh3yl1*, *Slc26a3*, *Gdap10*, *Cdhr3*, *Efcab10*, *Mir680-3*, *Dgkb*, *Nrcam*, *Stxbp6,* and *Nova1* were found in the R3 interval (29.20–46.75 Mb) on chromosome 12. In order to validate the expression of these genes, we performed real-time RT-PCR (except for Mir680-3, because it is a micro-RNA). We confirmed significant differences in gene expression levels of 6 genes (*Ntsr2*, *Zfp125*, *Gdap10*, *Nrcam*, *Stxbp6,* and *Nova1*) between A/J and A/J-12^SM^ mice (Fig. 4a and b). Thus, we identified 6 candidate genes from epididymal fat.

**Fig. 3:**
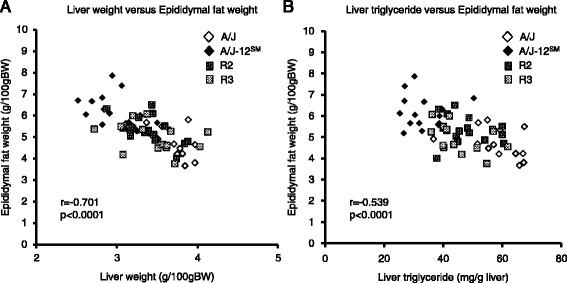
Correlation of fatty liver phenotype with epididymal fat weight. **a** A scatter plot of liver weight versus epididymal fat weight and **b** a scatter plot of liver triglyceride versus epididymal fat weight. Data were pooled from all mice fed the high-fat diet for 7 weeks (*n* = 59, correlation coefficient and *p*-value were calculated by Spearman correlation analysis)

**Table 2:** Up-regulated and down-regulated genes in centromere-46.75 Mb (R2 and R3 regions) of chromosome 12 in the epididymal fat in the A/J-12^SM^ consomic strain

Symbol	Gene name	Position (Mbp)	Region	Fold change^a^	Gene bank ID
*Pfn4*	profilin family, member 4	4.76	R2	0.525	NM_028376
*Fkbp1b*	FK506 binding protein 1b	4.83	R2	0.557	NM_016863
*Apob*	apolipoprotein B	7.97	R2	7.460	NM_009693
*Nt5c1b*	5’-nucleotidase, cytosolic IB	10.36	R2	0.296	NM_027588
*Ntsr2*	neurotensin receptor 2	16.65	R2	1.896	NM_008747
*Zfp125*	zinc finger protein 125	20.89	R2	0.104	AJ005350
*Rsad2*	radical S-adenosyl methionine domain containing 2	26.44	R2	0.580	NM_021384
*Cmpk2*	cytidine monophosphate (UMP-CMP) kinase 2, mitochondrial	26.46	R2	0.463	NM_020557
*Allc*	allantoicase	28.55	R2	0.366	NM_053156
*Sh3yl1*	Sh3 domain YSC-like 1	30.91	R3	0.565	NM_013709
*Slc26a3*	solute carrier family 26, member 3	31.39	R3	0.361	ENSMUST 00000001254
*Gdap10*	ganglioside-induced differentiation-associated-protein 10	32.82	R3	1.928	BC052902
*Cdhr3*	cadherin-related family member 3	33.03	R3	0.557	NM_001024478
*Efcab10*	EF-hand calcium binding domain 10	33.39	R3	0.578	NM_029152
*Mir680-3*	microRNA 680-3	35.19	R3	2.545	NR_030449
*Dgkb*	diacylglycerol kinase, beta	37.88	R3	1.879	NM_178681
*Nrcam*	neuronal cell adhesion molecule	44.32	R3	0.529	NM_176930
*Stxbp6*	syntaxin binding protein 6 (amisyn)	44.85	R3	3.307	NM_144552
*Nova1*	neuro-oncological ventral antigen 1	46.69	R3	1.908	NM_021361

Up-regulated (log2^0.75^, >1.68-fold) and down-regulated (log2^-0.75^, <0.60-fold) genes were identified from a DNA microarray analysis between A/J and A/J-12^SM^ mice

^a^Fold change was calculated by the gene expression level in A/J-12^SM^ relative to that in A/J mice

**Fig. 4:**
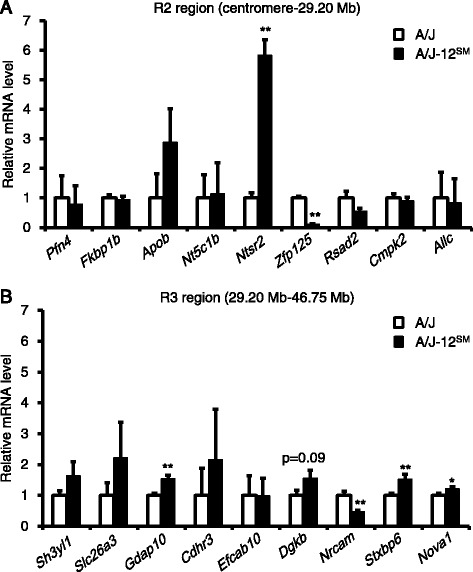
mRNA levels of differentially expressed genes existing in the genomic region of R2 or R3 congenic strains. Genes differentially expressed in epididymal fat between A/J and congenic mice were selected from a DNA microarray analysis (Table 2). The mRNA levels of selected genes exist in the genomic region of R2 congenic (**a**) or R3 congenic (**b**) strains. The mRNA levels of selected genes were measured using real-time RT-PCR. Epididymal fats were collected from A/J or A/J-12^SM^ mice fed the high-fat diet for 7 weeks (*n* = 5–6, *p < 0.05, **p < 0.01 versus A/J strain by Student’s *t*-test)

### Expression levels of candidate genes in congenic strains

We previously performed a DNA microarray analysis using mRNA from the liver and succeeded in identifying candidate genes *Iah1* and *Rrm2* in the R2 region (data have been deposited in the NCBI GEO (GSE67340)) [9]. Furthermore, in this study, we succeeded in identifying candidate genes *Ntsr2*, *Zfp125*, *Gdap10*, *Nrcam*, *Stxbp6,* and *Nova1*, in epididymal fat from A/J and A/J-12^SM^ mice by DNA microarray analysis and real-time RT-PCR (Fig. 4). 

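Liver gene expression was measured on 6 one-colour Affymetrix arrays, 3 from A/J mice and 3 from A/J-12 SM mice, which carry the SM/J chromosome 12 on the A/J background. RNA for each array was combined from 3 male mice after 7 weeks of the high-fat diet, so a replicate is a group of mice and not a single animal. The deposited values are MAS 5 signals on a linear scale, 1 for each probe set. A probe set is a group of short probes for the same transcript. The mean signal of the arrays, after trimming 2% of the values at each end, was 213, 201 and 204 in A/J and 171, 186 and 178 in A/J-12 SM liver. The signals were therefore brought to a common distribution by quantile normalization of their log2 values, which was decided from these array levels before any difference between strains was tested. Without this step the median difference between strains (A/J-12 SM minus A/J) was -0.22 on the log2 scale, while bacterial spike-in controls differed by 0.04. After 64 control probe sets were left out, 45037 were compared between strains with limma, which estimates the spread of each probe set with help from others of similar brightness. P-values were adjusted by the Benjamini-Hochberg method. Of the probe sets, 34945 carry the name of 1 gene, 932 of several and 9160 of none. A gene is represented by its brightest probe set unless another is named. Precision is limited by the number of arrays and by brightness. Replicate arrays had a typical standard deviation of 0.20 on the log2 scale for probe sets at or above the median brightness and of 0.85 for dimmer ones.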

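In the liver arrays, Iah1 was higher in A/J-12 SM than in A/J mice, and Rrm2 had a lower value. Iah1, an esterase, lies on chromosome 12 of GRCm38.p6 from 21316362 to 21323607. The log2 signal of its brightest probe set was 9.68 ± 0.08 (SD, n = 3 arrays) in A/J and 11.11 ± 0.24 (SD, n = 3) in A/J-12 SM liver. This is a rise of 1.43 on the log2 scale, or 2.69-fold (SE 0.12, adjusted p = 0.0033 from limma). The other Iah1 probe sets had log2 fold changes of 2.27 (adjusted p = 0.000124 from limma) and 0.74 (adjusted p = 0.80). Rrm2, a subunit of ribonucleotide reductase, lies on chromosome 12 from 24708254 to 24714146. Its brightest probe set gave 6.39 ± 0.25 (SD, n = 3) in A/J and 5.44 ± 0.16 (SD, n = 3) in A/J-12 SM liver. The log2 fold change of -0.95 (SE 0.24) did not pass after adjustment over all probe sets (adjusted p = 0.485 from limma), and the other Rrm2 probe sets, both dimmer, gave -0.22 and -0.42. Prkd1, a protein kinase on chromosome 12 from 50341226 to 50649271, was close to background, with a log2 fold change of -1.17 (SE 0.84, adjusted p = 0.865 from limma); its other probe set, as dim, gave -1.36 (SE 0.55, adjusted p = 0.789 from limma) without overlap of the arrays. For both Iah1 and Rrm2 all 3 arrays of one strain lay above all 3 of the other (exact two-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). With 1 prior variance for all probe sets in place of one that follows brightness, the adjusted p of Iah1 from limma was 0.313.

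**Figure D1:**
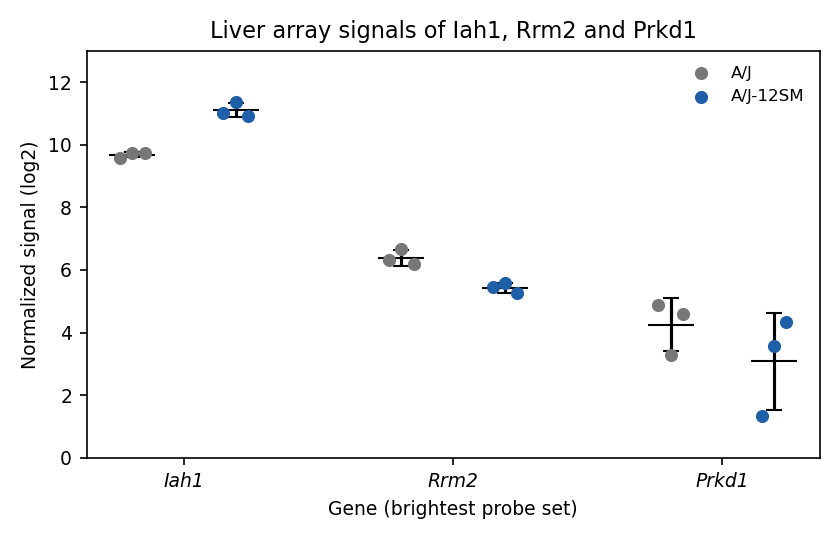
Normalized log2 signal (y axis) of the brightest probe set of Iah1, Rrm2 and Prkd1 (x axis) in each liver array of A/J (grey) and A/J-12 SM mice (blue); each point is 1 array, horizontal lines are means and bars are SDs of 3 arrays. The Iah1 points of the strains lie 1.43 apart on average, and those of this Prkd1 probe set overlap.

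The paper states that the earlier comparison of these livers gave Iah1, Rrm2 and Prkd1 as candidate genes of Fl1sa, and that Iah1 and Rrm2 lie in the R2 region. It states that genes with cis-acting expression were then sought among those in R2 and R3 that lay below 0.60-fold or above 1.68-fold, and that Iah1 and Rrm2 were isolated in this way and measured by real-time RT-PCR in R2 mice (Fig. 5a).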

Subsequently, we analyzed the mRNA levels of candidate genes in congenic mice. In the liver, *Iah1* (isoamyl acetate-hydrolyzing esterase 1 homolog *(Saccharomyces cerevisiae)*; 21.31 Mb in the R2 region) mRNA level was significantly higher in A/J-12^SM^ and R2 mice than in A/J mice (Fig. 5a). *Rrm2* (Ribonucleotide reductase M2; 24.70 Mb in R2 region) mRNA level was significantly lower in A/J-12^SM^ and R2 mice than in A/J mice. In the epididymal fat, *Ntsr2* (neurotensin receptor 2; 16.65 Mb in R2 region) mRNA levels tended to be higher in A/J-12^SM^ and R2 mice than in A/J mice (Fig. 5b). *Zfp125* (Zinc finger protein 125; 20.89 Mb in R2 region) mRNA levels were significantly lower in A/J-12^SM^ and R2 mice than in A/J mice. *Gdap10* (ganglioside-induced differentiation-associated-protein 10; 32.82 Mb in R3 region), *Stxbp6* (syntaxin binding protein 6 (amisyn); 44.85 Mb in R3 region), and *Nova1* (neuro-oncological ventral antigen 1; 46.69 Mb in R3 region) mRNA levels were significantly different in A/J-12^SM^ mice, but not in R3 mice compared to those in A/J mice (Fig. 5c). *Nrcam* (neuronal cell adhesion molecule; 44.32 Mb in R3 region) mRNA levels were significantly lower in A/J-12^SM^ and R3 mice than in A/J mice. In summary, only *Zfp125* mRNA levels were significantly different between R2 and A/J mice, and only *Nrcam* mRNA levels were significantly different between R3 and A/J mice. These results suggest that *Zfp125* and *Nrcam* in epididymal fat are candidate genes in *Fl1sa*.

**Fig. 5:**
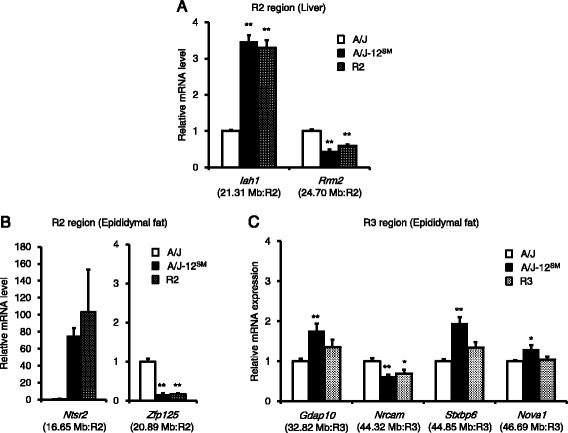
mRNA levels of candidate genes in two congenic strains. The mRNA levels of candidate genes in liver (**a**) and epididymal fat (**b** and **c**) were measured using real-time RT-PCR. A/J, A/J-12^SM^, R2, or R3 mice were fed the high-fat diet for 7 weeks (*n* = 6–8, *p < 0.05, **p < 0.01 versus A/J mice by Dunnett’s test). Physical positions and the congenic regions of each gene are given in parentheses

## Discussion

We previously found that SMXA-5 mice developed a fatty liver induced by a high-fat diet, and further identified *Fl1sa* in the region centromere-53.06 Mb on chromosome 12 as the fatty liver QTL. We then determined the A/J-derived allele of *Fl1sa* to be the cause of fatty liver. In this study, we chose a congenic mapping strategy to narrow the *Fl1sa* region and conducted a microarray analysis to identify candidate genes in *Fl1sa*.

First, we narrowed the chromosomal region of *Fl1sa* because the chromosomal region spanned by *Fl1sa* was extremely broad (centromere-53.06 Mb, 611 genes). Therefore, we established the R2 and R3 congenic strains (Fig. 1) and then analyzed the liver lipid accumulation of these congenic mice that were fed the high-fat diet for 7 weeks. Final body weight in A/J-12^SM^ and R3 mice was significantly lower than that in A/J mice, even though food intake was the same between the R3 congenic mice and the A/J mice (Table 1). Liver triglyceride content in A/J-12^SM^, R2, and R3 mice was significantly lower than that in A/J mice (Fig. 2a); however, the liver total lipid content in R2 and R3 mice was not significantly changed compared to that in A/J mice (Fig. 2b). The results of liver lipid analysis showed that R2 and R3 mice had a smaller effect on fatty liver compared to A/J-12^SM^ mice. Both serum triglyceride and total cholesterol concentrations were not different in R2 and R3 mice from those in A/J mice (Fig. 2c and d). In both congenic mice, serum lipid levels did not correlate with the accumulation of triglycerides in the liver. These results suggest that at least one of the genes responsible for fatty liver exists within the chromosomal region of the SM/J allele in R2 (centromere-29.20 Mb) and R3 (29.20–46.75 Mb) mice, respectively. The genes in the R2 and R3 regions were not found to be effective in altering the serum lipid concentration; however, genes in the R3 region might affect body weight gain. Moreover, genes in these regions might interact with each other because liver triglyceride and liver total lipid content in R2 and R3 mice were not as low as those in A/J-12^SM^ mice.

Second, we attempted to identify candidate genes in *Fl1sa* in the R2 and R3 chromosomal region. 

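Cd36 and Fitm1, which act in fatty acid uptake and fat storage, were among the genes lower in the liver of A/J-12 SM mice. Cd36, a receptor that takes up long-chain fatty acids, lies on chromosome 5 and fell by 1.41 on the log2 scale (SE 0.16, adjusted p = 0.0203 from limma). Fitm1, a protein that directs triglyceride into lipid droplets, fell by 1.51 (SE 0.20, adjusted p = 0.0469 from limma), and Apoa4, an apolipoprotein, fell by 0.96 (SE 0.10, adjusted p = 0.0141 from limma). Ces2e, a carboxylesterase, fell by 0.74, and Ly6e, an interferon-induced surface protein, fell by 0.98. Outside chromosome 12, Mkx, a homeobox transcription factor, rose (log2 fold change 2.81, adjusted p = 0.0453 from limma), by an uncertain amount since it was near background in A/J (log2 mean 4.00) and had 2.25 with an offset added to the signals. Ctse, cathepsin E, rose by 1.28, although a dimmer probe set of Ctse gave -0.44. In all, 25 probe sets passed an adjusted p under 0.05 in limma, 11 higher and 14 lower in A/J-12 SM liver, and 22 of these carry the name of 1 gene, for 16 genes. At an unadjusted p under 0.05 there were 2807, where chance gives 2252. Under the values as deposited 47 passed after adjustment, 9 higher and 38 lower, and with 1 prior variance 1 did. The number of calls changed with single arrays left out, to 14 without A/J replicate 1, 6 without A/J replicate 2, 11 without A/J replicate 3, 16 without A/J-12 SM replicate 1 and 14 without A/J-12 SM replicate 2. The 7 genes outside chromosome 12 kept their direction each time but kept their call with at most 2 of the 6 arrays left out in turn. With each array centred on its median, Cd36, Apoa4, Ly6e and Ces2e lost their calls (adjusted p = 0.0876, 0.248, 0.246 and 0.392 from limma). With an offset Mkx, Ctse, Fitm1 and Ly6e did (0.0679, 0.0692, 0.068 and 0.0522), and with 1 prior variance all 7 did. Fitm1 and Ces2e also lost theirs with the replicate number as a block (adjusted p = 0.0672 and 0.0766 from limma). Ctse did under the values as deposited (0.0668), and Mkx with the arrays scaled to 1 trimmed mean (0.0529). As a list, 19 genes of fatty acid uptake and activation did not pass in camera (7 with higher and 12 with lower values, median -0.04, adjusted p = 0.0994 with a preset correlation of 0.01).

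In the interferon response list, 30 of 33 measured genes had lower values in A/J-12 SM liver, with a median log2 fold change of -0.53. Its adjusted p from camera, which compares a list with all other genes, was 4.12e-16 with a preset correlation of 0.01 and 0.323 with an estimated correlation. None of its genes passed over all probe sets in limma (19 had an unadjusted p under 0.05), and 12 were lower when adjusted over the list alone. Cxcl9, a chemokine, and Gbp6, a guanylate-binding protein, had log2 fold changes of -1.12 (SE 0.48) and -1.09 (SE 0.21). Of 24 markers of Kupffer cells and macrophages, 23 had lower values, with a median of -0.26 (adjusted p = 4.46e-06 with the preset and adjusted p = 0.323 with an estimated correlation), among them Marco, a scavenger receptor, at -0.66 and Aif1 at -0.59. Of 18 markers of stellate cells and fibroblasts, 16 had higher values, with a median of 0.17 (adjusted p = 0.000939 with the preset and adjusted p = 0.323 with an estimated correlation), among them Gfap at 0.68 and Lum, the matrix protein lumican, at 0.64. This median was 0.10 without A/J replicate 1 and -0.06 under the values as deposited, and the adjusted p was 0.102 with the mean over all probe sets of a gene.

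All 20 measured genes of cholesterol synthesis had lower values in A/J-12 SM liver, with a median of -0.42 (adjusted p = 4.23e-06 with the preset and adjusted p = 0.506 with an estimated correlation). Sqle, squalene epoxidase, had a log2 fold change of -1.09 (SE 0.53), and Dhcr7, which makes cholesterol from its last precursor, had one of -0.86 (SE 0.27). The median of the list was -0.11 without A/J-12 SM replicate 3, the array with the lowest ratio of 5′ to 3′ actin signal (0.423, against 0.553 to 0.590 in the others). Of 28 genes of triglyceride synthesis and lipid droplets, 17 had lower values, with a median of -0.10 (adjusted p = 0.00793 with the preset and adjusted p = 0.323 with an estimated correlation). In this list Fitm1 passed over all probe sets, and 7 genes were lower and 1 was higher when adjusted over the list alone. Besides Fitm1, the lower ones include Mogat1, which makes diacylglycerol, at -0.86 (SE 0.15), and G0s2, an inhibitor of lipolysis, at -0.72 (SE 0.15), both chosen after their values were seen. With each array centred on its median the adjusted p of the triglyceride list was 0.0754.

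**Figure D2:**
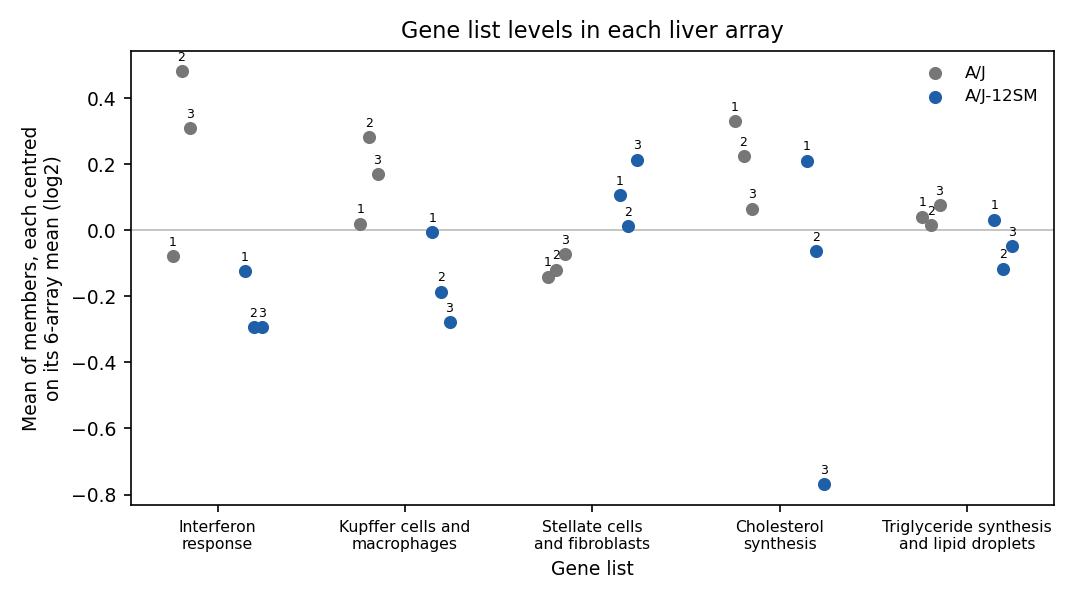
Mean of each list's members (y axis, log2, each gene centred on its mean over 6 arrays) for 5 gene lists (x axis) in each A/J (grey) and A/J-12 SM array (blue); each point is 1 array with its replicate number. In the interferon list A/J replicate 1 lies at -0.08 and the other A/J arrays at 0.48 and 0.31, and in the cholesterol list A/J-12 SM replicate 3 lies at -0.77.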

We previously used DNA microarray to analyze the comprehensive gene expression of livers in A/J and A/J-12^SM^ mice that were fed the high-fat diet for 7 weeks [9]. In this study, we refined the list of genes in this region whose expression levels in the liver were different between A/J and A/J-12^SM^ mice (<0.60-fold or >1.68-fold) in the R2 and R3 regions (centromere-29.20 Mb and 29.20–46.75 Mb, respectively). 

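Of the 286 genes that Additional file 2 lists in R2 and R3, 154 had a probe set with their name on the liver array, 96 in R2 and 58 in R3. By at least 1 of their probe sets, 49 of these lay past the stated limits. This was so for 73 of their 351 probe sets, and 7 of the 73 passed an adjusted p under 0.05 in limma. By the brightest probe set, 26 genes lay past the limits, 12 above 1.68-fold and 14 below 0.60-fold, with 15 in R2 and 11 in R3. Of the 26, 2 also passed an adjusted p under 0.05 in limma, among them Iah1, and 7 were at or above the median brightness. Beside Iah1 and Rrm2, these 7 include Itgb1bp1, Rsad2, Slc26a4 and Dus4l, of which all but Rsad2 were chosen after their values were seen. Itgb1bp1, an integrin-binding protein in R2 (chromosome 12, 21267246 to 21286292), had a log2 fold change of 0.92 (SE 0.14, adjusted p = 0.102 from limma). Rsad2, an interferon-induced antiviral protein in R2, had one of -0.83 (SE 0.16, adjusted p = 0.306 from limma) and passed under the values as deposited (adjusted p = 0.0396). In R3 these were Slc26a4, an anion exchanger, at -0.85 (SE 0.21), and Dus4l, a tRNA-modifying enzyme, at 0.76 (SE 0.28). Adjusted over the list alone, 8 genes passed, among them Iah1, Itgb1bp1, Rsad2, Colec11, Pdia6 and Hpcal1 in R2 and Slc26a4 in R3. The other 19 genes past the limits were dimmer than the median, such as Fkbp1b at -2.29 (SE 0.87) and Efcab10 at -1.34 (SE 0.79), and none of these passed the test. The limits were passed by 16.9% of the R2 and R3 genes and by 13.7% of all 18193 genes, and among genes at or above the median brightness by 7.45% and 1.41%. In 27 of the 154 genes the arrays of the strains did not overlap, where chance gives 10%. The count past the limits was 14 with an offset added to the signals and 8 with dim probe sets left out.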

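Genes whose signals differed between the strains were concentrated on chromosome 12, where A/J-12 SM mice carry SM/J sequence. A sequence difference under the probes could change a signal there without a change in mRNA, and this was not excluded. A rise or fall on this chromosome is therefore one of signal. Of 12 genes called by their brightest probe set, 5 lie there, among them Iah1 in R2 and L3hypdh, Rad51b and Zfp386 beyond R3. L3hypdh, trans-L-3-hydroxyproline dehydratase (72069518 to 72085433), fell by 0.91 on the log2 scale (SE 0.10, adjusted p = 0.0203 from limma). Rad51b, a protein of homologous recombination (79297282 to 79848260), rose by 1.29 (SE 0.11, adjusted p = 0.00323 from limma), although a dim probe set of it gave -1.81 (SE 1.03). Zfp386, a zinc finger protein (116047714 to 116063231), fell by 1.93 (SE 0.17, adjusted p = 0.0035 from limma). Chromosome 12 held 41.7% of the called genes and 3.45% of the 18031 genes with a position (odds ratio 20.1, 95% interval 5.02 to 73.9, Fisher's exact test, p = 3.11e-05; genes are not independent replicates). Another 4 genes of this chromosome, chosen after their values were seen, were called only by a probe set that is not their brightest. Adi1, an enzyme of methionine salvage at 28675207 to 28682175 in R2, had log2 fold changes of -4.05 and -1.44 by its called probe sets and 0.46 by the brightest. Ywhaq, a 14-3-3 protein in R2 (21390329 to 21417436), had 1.56 and 1.52 by its called probe sets, -0.06 by the brightest, and from -0.17 to 1.08 by the other 5. Snx6, a sorting nexin, had 6.30 by the called probe set and 0.26 to 0.51 by the others. The called probe set was near background in A/J (log2 mean 1.94, SD 1.72), so the size of this difference is uncertain, and it was 4.42 with an offset added to the signals. Atp6v1d, a subunit of the proton pump, had -1.01 against -0.02 and 0.09. With single arrays left out, L3hypdh kept its call only without A/J-12 SM replicate 3 and Snx6 and Atp6v1d only without A/J replicate 3, while Zfp386 lost it without A/J replicate 2 (adjusted p = 0.0548 from limma). With each array centred on its median the adjusted p of L3hypdh was 0.162. Atp6v1d lost its call with an offset (adjusted p = 0.0545 from limma) and with the replicate number as a block (0.0705). With 1 prior variance Rad51b, Zfp386, L3hypdh, Ywhaq, Snx6 and Atp6v1d lost theirs (adjusted p = 0.282, 0.282, 0.393, 0.262, 0.363 and 0.517 from limma). The share of called genes on chromosome 12 was 100% without A/J replicate 2 or without A/J replicate 3 (2 and 3 genes called) and 66.7% without A/J-12 SM replicate 2. At an unadjusted p under 0.05 in the methods' t-test it was 6.19%.

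**Figure D3:**
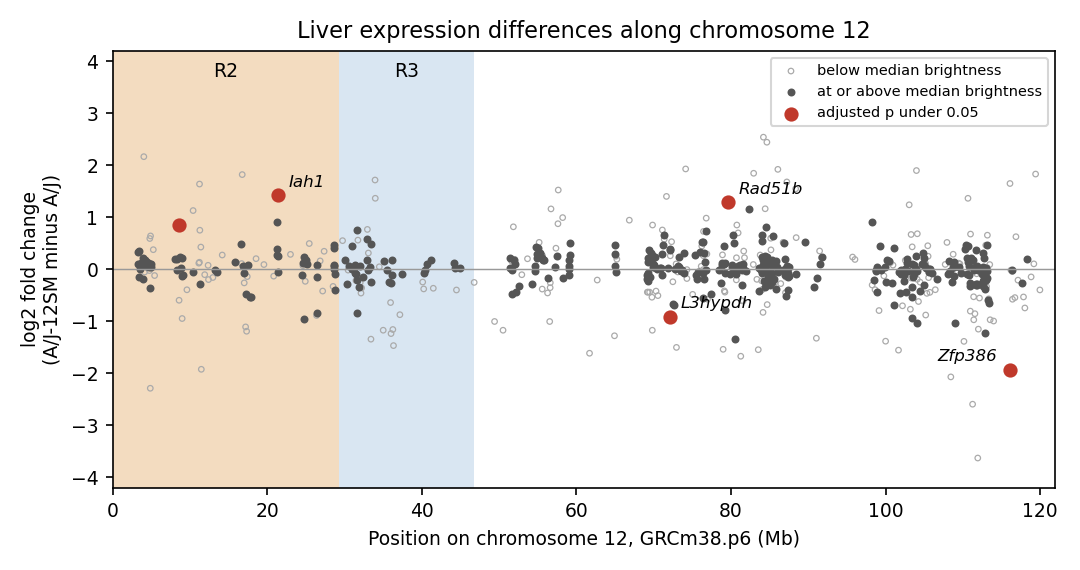
Difference in liver log2 signal (A/J-12 SM minus A/J, y axis) for 622 genes by position on chromosome 12 of GRCm38.p6 (x axis, Mb), each by its brightest probe set; shading marks R2 and R3, open points are below the median brightness, and red points are the 5 genes called by limma, 4 of them labelled. Iah1 lies in R2, and Zfp386, at -1.93, near the distal end.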

We explored candidate genes having cis-acting expression in each chromosomal region of R2 and R3 mice. Consequently, we succeeded in isolating two genes, *Iah1* (21.31 Mb) and *Rrm2* (24.70 Mb), as candidate genes in the R2 region (Fig. 5a). *Iah1* was identified as an esterase that exhibits hydrolytic activity against acetate esters in yeast [12]. We previously reported that mouse *Iah1* mRNA is broadly expressed in the liver, kidney, epididymal fat, lung, spleen, and muscle [9]. Furthermore, stable overexpression of mouse Iah1 in Hepa1-6 cells suppressed the mRNA expression of lipid metabolism-related genes *Cd36* and *Dgat2* [9]. Our data suggested that mouse Iah1 prevents the development of fatty liver by suppressing *Cd36* and *Dgat2* gene expression. Thus, we suggest that high expression of *Iah1* contributes to the decreased liver triglyceride content in R2 congenic mice. *Rrm2* encodes the β-subunit of the protein ribonucleotide reductase, a rate-limiting enzyme involved in *de novo* dNTP biosynthesis [13]. It was reported that RRM2 overexpression was observed in various types of cancer [13], and that patients with liver cirrhosis and hepatocellular carcinoma exhibited high levels of RRM2 [14]. However, the relationship between *Rrm2* and fatty liver has not been clarified. From the present results, we identified *Iah1* and *Rrm2* as candidate genes in the liver for the development of fatty liver.

On the other hand, liver weight and liver triglyceride content are inversely correlated with epididymal fat weight (Fig. 3a and b). These results suggest that controlling the epididymal fat weight contributes to triglyceride accumulation in the liver. In addition, it was reported that liver lipid accumulation and epididymal fat weight showed inverse correlation in other mouse strains [15, 16]. To identify differentially expressed genes in epididymal fat, we performed DNA microarray analysis using RNAs from epididymal fat of A/J and A/J-12^SM^ mice. We detected 19 genes, whose expression levels in epididymal fat were changed between A/J and A/J-12^SM^ mice (<0.60-fold or >1.68-fold) within the R2 and R3 chromosomal regions (Table 2). Subsequently, we validated 6 candidate genes whose mRNA levels in A/J-12^SM^ mice were significantly different from those in A/J mice: *Ntsr2* (16.65 Mb), *Zfp125* (20.89 Mb), *Gdap10* (32.82 Mb), *Nrcam* (44.32 Mb), *Stxbp6* (44.85 Mb), and *Nova1* (46.69 Mb) (Fig. 4a and b). Finally, we selected *Zfp125* (20.89 Mb, in R2 region) and *Nrcam* (44.32 Mb, in R3 region) as candidate genes in epididymal fat, because their mRNA levels in R2 and R3 congenic mice were significantly different in accordance with the change in A/J-12^SM^ mice compared to A/J mice (Fig. 5b and c). *Zfp125* is a zinc finger protein expressed in many tissues and might be involved in the regulation of cellular processes such as cell proliferation and transformation [17]. *Nrcam* is a neuronal cell adhesion molecule that mediates neuron-neuron and neuron-glia adhesion [18]. Furthermore, it was reported that *Nrcam* was induced in the liver of Fisher-344 rats fed 2-aminoanthracene [19]. Further investigation is needed to clarify the functions of these two genes in lipid metabolism.

The R2 and R3 regions on mouse chromosome 12 are syntenically conserved in three regions on human chromosomes 2, 7, and 14. In these syntenic regions, human Genome Wide Association Studies (GWAS) for metabolic syndrome identified 205 SNPs, which were shown in GWAS catalog (NHGRI-EBI Catalog of published genome-wide association studies, http://www.ebi.ac.uk/gwas/home). However, there are no SNPs associated with metabolic syndrome in 4 candidate genes (*Iah1*, *Rrm2*, *Zfp125*, and *Nrcam*).

Moreover, we previously performed exome analysis in A/J and SM/J (data were deposited in DDBJ Sequence Read Archive, Accession No. DRA002145). We identified non-synonymous SNPs between A/J and SM/J mice (48 genes) in the genomic region R2 and R3 from the exome data (Additional files 4 and 5). The genes having non-synonymous SNPs might cause the change in the function of their translated proteins. We also consider these genes as potential candidate genes for *fl1sa*. At present, we cannot assess the importance of amino acid substitutions in each gene. In *Iah1* gene, we confirmed the two non-synonymous SNPs and these SNPs lead to amino acid substitutions (S37A and G75E in A/J strain, Additional files 4 and 5). Other candidate genes identified by our DNA microarray analysis did not have the non-synonymous SNPs.

## Conclusions

In this study, by using R2 and R3 congenic mice, we identified *Iah1* and *Rrm2* from the liver, and *Zfp125* and *Nrcam* from epididymal fat as candidate genes in *Fl1sa*. Although the relationship between these genes and fatty liver has not been previously reported, we demonstrated that *Iah1* overexpression affected the expression of lipid metabolism-related genes in Hepa1-6 cells [9]. Therefore, at present, we are examining the incidence of fatty liver in *Iah1*-knockout mice. We hypothesize that ectopic fat accumulation in the liver was brought by the organ-organ interaction between the liver and epididymal fat. Thus, *Zfp125* and *Nrcam* in epididymal fat might affect liver triglyceride accumulation through the regulation of epididymal fat weight. In future experiments, to uncover the molecular mechanism underlying the relation between these candidate genes and lipid metabolism, we will need to perform overexpression or knockdown experiments using candidate genes in hepatocytes or adipocytes. Overall, this study is the first step to elucidating the mechanism of fatty liver development coinciding with changes in fat distribution.

## Additional files

Additional file 1: Sequences of primers used for genotyping.
Additional file 2: Expression profiles of all genes in R2 and R3 regions.
Additional file 3: Sequences of primers used for real-time RT-PCR.
Additional file 4: Allelle variants on chromosome 12 (Centromere-46.75 Mb) in A/J strain versus C57BL/6 strain.
Additional file 5: Allelle variants on chromosome 12 (Centromere-46.75 Mb) in SM/J strain versus C57BL/6 strain.

## Abbreviations

APOC3: Apolipoprotein C-3
Cd36: Cd36 antigen
Dgat2: Diacylglycerol O-acyltransferase 2
*Fl1sa*: Fatty liver 1 in SMXA RI strains
Gdap10: Ganglioside-induced differentiation-associated-protein 10
Iah1: Isoamyl acetate-hydrolyzing esterase 1 homolog (*Saccharomyces cerevisiae*)
NAFLD: Nonalcoholic fatty liver disease
Nova1: Neuro-oncological ventral antigen 1
Nrcam: Neuronal cell adhesion molecule
Ntsr2: Neurotensin receptor 2
PLIN1: Perilipin-1
PNPLA3: Patatin-like phospholipase domain containing protein 3
Prkd1: Protein kinase D1
QTL: Quantitative trait locus
RI: Recombinant inbred
Rrm2: Ribonucleotide reductase M2
SOX4: SRY (sex determining region Y)-box 4
Stxbp6: Syntaxin binding protein 6 (amisyn)
Zfp125: Zinc finger protein 125

# Supplementary material for: Genetic dissection of the fatty liver QTL Fl1sa by using congenic mice and identification of candidate genes in the liver and epididymal fat
**Source:** BMC Genet. 2016 Nov 17;17:145. doi: 10.1186/s12863-016-0453-7
**Supplement:** Additional file 1: — Sequences of primers used for genotyping.

Additional file 1

Sequences of primers used for genotyping

| Sequence name | Primer sequence | |
| --- | --- | --- |
| D12Mit84 | Forward:  Reverse: | ATA AGT TAG GGG AAA TCA CTG  GGT GTG GCT TTC CCA AAC TA |
| D12Mit85 | Forward:  Reverse: | GTA CCA AGG GGT CAT GAG GA  AAT GGG GCT GAA ACA ATA CG |
| D12Mit270 | Forward:  Reverse: | AGG CAT CTT TTT GAA TAG TTT TAT ACA  ATT AAG GCA TTG GTA AAG TGA TAT ATG |
| rs29184291 | Forward:  Reverse: | TGG GTC TAT GAG GGT CGT TT  GGC CAA CAT CCG TAC CAT AC |
| D12Mit112 | Forward:  Reverse: | CTT CAG GCC TCC CTG GTA C  TGC CTC CAA ATA TAC TCA CAA GC |
| D12Mit110 | Forward:  Reverse: | CGA CTC CCG AAA CAC TCT TC  TGC AGT GGG CAT ACT TTC TG |
| D12Mit36 | Forward:  Reverse: | CAT CAC ACC AGG TTT AGA ATT TT  AGG CAC TCT TCT GAC CTC CA |
| Akap6  (rs29155520) | Forward:  Reverse: | CTA TGC CGA CGT GTG TGG TA  AAA AGC AAT GTT TTC CCC ATA A |

# Supplementary material for: Genetic dissection of the fatty liver QTL Fl1sa by using congenic mice and identification of candidate genes in the liver and epididymal fat
**Source:** BMC Genet. 2016 Nov 17;17:145. doi: 10.1186/s12863-016-0453-7
**Supplement:** Additional file 3: — Sequences of primers used for real-time RT-PCR.

Additional file 3

Sequences of primers used for Real-time RT-PCR.

| Symbol | Primer sequence | | Accession ID |
| --- | --- | --- | --- |
| *Rrm2* | Forward:  Reverse: | CGC CGA GCT GGA AAG TAA AG  TTT CTC TCA GTA ACG GCT CAT CCT | NM_009693 |
| *Pfn4* | Forward:  Reverse: | CGC GAA GGG AAG GGT TGT  AGT CAT CTG CCC GAA CAC ATT | NM_028376 |
| *Fkbp1b* | Forward:  Reverse: | TGG AGG GAC TTG AGC CAG TT  AAA GTG AGC AGC CAA CAG AAG AT | NM_016863 |
| *Apob* | Forward:  Reverse: | TGG GAT TCC ATC TGC CAT CTC GAG  GTA GAG ATC CAT CAC AGG ACA ATG | NM_009693 |
| *Nt5c1b* | Forward:  Reverse: | CGC CCA AAC CCA AGC AT  CAT ATT GAA AAG TGC CCG AGA AG | NM_027588 |
| *Ntsr2* | Forward:  Reverse: | ACC CAG CGC AGT CAT TGA C  AGT TGA GGG CAG GAG GTG TTA C | NM_008747 |
| *Zfp125* | Forward:  Reverse: | GCG TCC AGT AGC AGG GTT ACA C  CTG GAC CGT GCG CTT TG | AJ005350 |
| *Rsad2* | Forward:  Reverse: | TGG CCT GGA ACT CAT GAT ACC  ACG TGC AAT CCC TAG CAC TTG | NM_021384 |
| *Cmpk2* | Forward:  Reverse: | GCT TAA CTC TGC GGT GTT CCA  AAA GGA TGT GCA CTC TTC CAA GA | NM_020557 |
| *Allc* | Forward:  Reverse: | GGA CAG ACC CCC GGT GTT A  AAC CCG GGA CCA GGA GAA | NM_053156 |
| *Sh3yl1* | Forward:  Reverse: | GCG TCT TCC GGA TGG AAA  CAA GCC CAG CTA TCC CAA TG | NM_013709 |
| *Slc26a3* | Forward:  Reverse: | CCG TGG TTG GGA ACA TGA GT  AAA CTT CCA CGC TGG GTG TAA | NM_021353 |
| *Gdap10* | Forward:  Reverse: | TGC ACC CAC AGT GAA CAC ATT  GGA AGC GTA ACC TTG TTG GAG TA | BC052902 |
| *Cdhr3* | Forward:  Reverse: | TCT GCA AAT GGC ACC CTC TT  AGC TCT TGT GCC CTG CTT CA | NM_001024478 |
| *Efcab10* | Forward:  Reverse: | CGG CAG AGG CTG CAT ATC AT  TGC AGT ACA CAG ACC CAA GTT TTT | NM_029152 |
| *Dgkb* | Forward:  Reverse: | GTT TGC AGA TCA CTC CTG TTC CT  CCC ACC ACT TTT AGG GTT GAC A | NM_178681 |
| *Nrcam* | Forward:  Reverse: | GCA CTA AAG GAA GCG CTC TTC A  TTG GGC CAC GGG AAT TT | NM_176930 |
| *Stxbp6* | Forward:  Reverse: | CCC AGC AGT TTG CAG AAA CC  GGA TAG GCA GTT TCT CAA CAT TTA TG | NM_144552 |
| *Nova1* | Forward:  Reverse: | GCC ATC TTC CCC AAC TAC CA  CTG TGC TGT TGG GAA CTA TAA TCT TT | NM_021361 |

How the deposited data were processed for this re-analysis (not part of the article)

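Liver RNA of male mice of the A/J and the A/J-12 SM strain, given the high-fat diet for 7 weeks, was measured on 6 one-colour Affymetrix arrays, 3 per strain, each with RNA combined from 3 mice. The sample labels call the arrays biological replicates. Strain and replicate were taken from the labels, and no array was left out. The epididymal fat arrays, the congenic strains, the real-time RT-PCR and the exome data were not analysed here, apart from the fat values and coding variants that the paper prints in Additional files 2, 4 and 5.

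The authors deposited intensity values, 1 per probe set and array, on a linear scale. The submitters' processing notes name MAS 5, which summarises the probes of a set into 1 background-corrected signal. The software version, the scaling and its target are not given in the sources used here. The array levels differed between the strains (trimmed means 213, 201 and 204 against 171, 186 and 178), so a scaling of all arrays to 1 level does not show in the values. The design used the deposited values without further normalization if they were scaled by the authors. As this condition was not met, quantile normalization of the log2 values, until then an alternative, became the main setting; this was decided from the array levels, before any test result was seen, and the deposited values and centring on each array's median were kept as alternatives. Quantile normalization assumes that most genes do not differ, so a true overall difference between the strains would be removed with the technical one. Scaling every array to 1 trimmed mean was added as an alternative after the array levels were seen.

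Differences between strains were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the prior variance on brightness), without covariates, over 45037 probe sets after 64 control probe sets were left out. P-values were adjusted by the Benjamini-Hochberg method over all probe sets, and a probe set was called at an adjusted p under 0.05. Gene names came from the annotation of the array platform, updated through a GRCm38.p6 annotation, which also gave positions; 34741 of the 34945 probe sets with 1 gene were matched. No gene was named from a probe set with several. For results per gene the probe set with the highest mean over all 6 arrays stood for each of 18193 genes. Gene lists, 31 in all, cover lipid and other liver metabolism, stress and immune responses, markers of other cell types and the genes that the paper names. They were tested with camera at a preset correlation of 0.01, with adjustment over the lists. Single genes were also compared by an exact permutation test, which cannot go below 0.1 with 3 arrays against 3. Correlations across genes used 100000 permutations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

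The design, the gene lists, the alternatives other than the trimmed mean and the rule for named genes were written before the data were examined, though the values in the paper's tables had been read by then. The rule takes the genes that the paper names as candidates of the liver or in Table 2, and Cd36 and Dgat2. Among called genes without overlap between the strains and with the brighter strain at or above the median of all probe sets, it takes up to 6 with the largest rise and 6 with the largest fall outside chromosome 12, and up to 8 on chromosome 12. In each list described, it takes up to 4 called members or, where none was called, 2 with the largest change at or above the median brightness. Zfp125, Mir680-3 and Dgkb of Table 2 are not named on this array by the annotation used here. The result of 1 called gene of chromosome 12, which enters the counts, is not reported here.

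The limma and camera steps were tested on simulated data. Each of 10 simulated comparisons had a spread set from the real arrays and 200 of 45037 probe sets changed. Of the changes of 0.5 on the log2 scale 13.1% were recovered, with 61% of those of 1 and 92.3% of those of 2. Recovery was not computed apart for dimmer probe sets, so these rates do not stand for them. Of the calls, 7.45% were false, which is above the nominal 5%. Of 300 unchanged lists 1.67% had a p under 0.05, and 100% of 30 lists shifted by 0.3 did. These rates may not hold for real lists whose members vary together, with estimated correlations of 0.357 for interferon and 0.637 for cholesterol genes. In the real arrays, a split other than by strain passed 7 lists. The number of arrays limits the precision, and the standard deviation between replicates was 0.20 on the log2 scale for brighter and 0.85 for dimmer probe sets. Correlations between arrays ranged from 0.922 to 0.932 within a strain and from 0.921 to 0.930 between strains.

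The results were computed again, where the choice applies to them, under other normalizations, with an offset of 9.2 added to the signals (their 20th percentile), without probe sets below the 40th percentile of brightness, with 1 prior variance, with the methods' t-test, with the replicate number as a block and without each array in turn. Results per gene were also computed from the mean of all probe sets of a gene and from ratios of mean signals.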

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

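The counts of splits for chromosome 12 and for the gene lists, the comparison of called with other probe sets, and the tests of hepatocyte share, macrophage share and interferon genes without chromosome 12 were chosen only after the result was seen.

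Genes that the paper does not discuss differed between A/J-12 SM and A/J liver (adjusted p under 0.05 from limma). On chromosome 12 the log2 fold changes were -4.05 for Adi1, 1.56 for Ywhaq, 6.30 for Snx6 and -1.01 for Atp6v1d, each by a probe set that is not its brightest and chosen after its values were seen; the probe set of Snx6 was near background in A/J, and its difference was 4.42 with an offset. By the brightest probe set they were 1.29 for Rad51b, -1.93 for Zfp386 and -0.91 for L3hypdh. On other chromosomes they were -0.96 for Apoa4, -0.74 for Ces2e, -0.98 for Ly6e, -1.51 for Fitm1, 2.81 for Mkx (near background in A/J, 2.25 with an offset) and 1.28 for Ctse. The interferon response list, with a median of -0.53, passed in camera with the preset correlation (adjusted p = 4.12e-16) and not with an estimated one (adjusted p = 0.323).

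Called genes were concentrated on chromosome 12, where a sequence difference under the probes could change a signal without a change in mRNA. Among the 4 genes called by a probe set that is not their brightest, 4 had another probe set at or above the median brightness whose interval excluded the called change, but these genes were picked because their brightest probe set was not called, so this decides nothing, and sequence differences and transcripts of different structure both stay open. Among genes called by their brightest probe set, 3 of 3 other bright probe sets went the same way (exact 95% interval 29.2 to 100%). These belong to Iah1 and Zfp386 alone, are not independent and are too few to decide. Genes with coding variants in A/J alone were compared with those with variants in SM/J alone. The difference was 0.069 on the log2 scale (95% interval -0.19 to 0.33, permutation p = 0.693). The variants end at 46.75 Mb, so L3hypdh, Rad51b and Zfp386 could not enter. Coding variants also need not lie under the probes. The paper reports non-synonymous SNPs between the strains in Iah1. Sequence differences under the probes stay open for the called genes as a set. For Iah1 the paper also reports higher liver mRNA in A/J-12 SM and R2 mice by real-time RT-PCR, a measure separate from the arrays. It reports no such liver measure for the other called genes. The 10 splits of the arrays are too few for a share under 0.05; the real split gave 25 called probe sets and 5 called genes on chromosome 12, and no other split gave more than 1 called probe set (1 of 10 splits reached each real count). A cis-acting difference in expression between the strains also stays open and was not tested.

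Of the 31 gene lists, some of which lie wholly on chromosome 12, 11 passed with the preset correlation, all with most members outside chromosome 12. None of the lists passed with an estimated correlation. The estimate was -0.0613 for p53, below the preset 0.01, so such a failure is not always due to correlated members. By rotation test (fry), unadjusted p was 0.000352 for p53, 0.0105 for Cd36 and Dgat2, 0.0219 for interferon, 0.0283 for triglyceride and 0.041 for NRF2. It was 0.0588 for acute phase, 0.0598 for stellate cell, 0.103 for macrophage, 0.253 for cholesterol, 0.318 for growth hormone and 0.324 for lipogenesis genes. A lower share of hepatocytes would raise the markers of other cell types alike. Macrophage markers minus stellate cell markers gave -0.54 (95% interval -0.69 to -0.39). This argues against such a share as the only cause at the main setting. Markers of a list are not independent replicates (estimated correlations 0.295 and 0.126), so the interval may be too narrow. Under the values as deposited both medians were negative (-0.492 and -0.0605). A changed share of hepatocytes together with fewer macrophages stays open. Admixture of a cell type stays open, since 2 of 8 cell type lists passed with the preset correlation (lowest adjusted p = 0.323 with an estimated one). Time of day at sampling stays open as well, since the median absolute log2 fold change of 8 clock genes was 0.27 (bootstrap upper bound 0.42, above the limit of 0.3; the bound was added after the genes were seen) and 7 of the 8 had values in the directions of one shift in phase, none passing in limma. The paper states fixed clock hours for the fast before its mice were killed, but the liver arrays were made for its earlier study. The 10 splits are too few for a share under 0.05; the real split gave 11 lists, the highest of the others 7 (1 of 10 splits reached the real count), and a difference by strain stays open and untested.

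Interferon response genes had lower values in A/J-12 SM liver. Members on chromosome 12 are not the whole of it, since without these the median was -0.54 (adjusted p = 1.05e-14 with the preset correlation; over the alternatives of this list from 3.34e-25 to 0.323). A smaller share of macrophages could lower them, and the list minus the macrophage markers gave -0.16 (95% interval -0.31 to 0.0055) with arrays of the strains overlapping, so this stays open. The list also passed in 4 other splits of the arrays (adjusted p = 0.012, 1.38e-05, 2.36e-07 and 2.71e-12 with the preset correlation), so arrays of one strain differ in it too. An effect of the strain stays open and was not tested apart from these.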

How the results depend on the processing

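Scaling to a common trimmed mean was chosen only after the array levels were seen. The 25 called probe sets (11 higher, 14 lower) became 47 (9 and 38) under the values as deposited, 1 with 1 prior variance, 2630 in the methods' t-test at an unadjusted p and 1 after its adjustment, and 6 to 23 in leave-one-out; the split was 11 and 8 with median centring and 8 and 11 with an offset. With the replicate number as a block there were 28 (14 and 14); the numbers do not pair the arrays (correlations of deviations -0.0566, 0.0968 and 0.158), and 2 of 3 correlated best with their own number. The 26 genes of R2 and R3 past the limits became 14 with an offset and 8 without dim probe sets, because dim probe sets weigh less or drop out, and stayed at 23 to 30 otherwise, with 7 higher and 18 lower under the values as deposited. Iah1 kept its rise, at 1.43 with 1 prior variance (adjusted p = 0.313) and in the methods' t-test (adjusted p = 0.535), where it lost its call; over its alternatives adjusted p ranged from 0.00214 to 0.535. Rrm2, at -0.95, passed in the methods' t-test at an unadjusted p = 0.00525; its adjusted p ranged from 0.179 to 0.987. The 11 gene lists became 0 in camera with an estimated correlation and 10 to 14 otherwise (5 higher and 7 lower with median centring, 6 and 8 with trimmed-mean scaling). Of 15 called genes besides Iah1, 9 kept their call with median centring, 9 with an offset, 11 with the block, 13 under the values as deposited and 1 with 1 prior variance. Medians of lists shifted under the values as deposited, to -0.492 for the macrophage, -0.33 for the triglyceride, -0.405 for the NRF2, -0.527 for the p53, -0.275 for the acute phase and -0.367 for the de novo lipogenesis list. The share of called genes on chromosome 12 was 35.7% with the block and 100% at an adjusted p under 0.01. The correlation of liver with fat ranged from -0.0204 to 0.109 in leave-one-out. These directions turned: under the values as deposited, Ntsr2 (-0.12), Allc (-0.17), Stxbp6 (-0.20) and the stellate cell list (-0.0605); Dgat2 with median centring (0.0761) and trimmed-mean scaling (0.0454); in leave-one-out, Dgat2 (-0.0624 to 0.0456), Pfn4 (-0.0563 to 1.62), Ntsr2 (-0.13 to 0.26), Cmpk2 (-0.29 to 0.0012), Allc (-0.35 to 0.36), Slc26a3 (-0.63 to 0.12), Cdhr3 (-0.10 to 0.77), Stxbp6 (-0.0246 to 0.0768) and Nova1 (-0.999 to 0.47). Apart from the counts past the limits, the cause was not tested. Dim probe sets, with a replicate standard deviation of 0.85, limit what the arrays resolve.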

Differences from the paper's values

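A value was taken to differ from the paper's if it lay more than 1.5 times and more than the replicate standard deviation away, and by this rule none did at the main setting. By its brightest probe set Iah1 was at 2.69-fold of A/J in A/J-12 SM liver, against the paper's about 3.5 in Fig. 5a, read by eye, and Rrm2 at 0.518-fold, against the paper's about 0.43 in Fig. 5a, read by eye; the paper's values are from real-time RT-PCR and these from arrays. Of the alternatives set before the data were examined, the mean over all probe sets of a gene put Rrm2 at 0.694-fold, which differs from the paper's value, and under the others neither gene differs.

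The paper names Rrm2 and Prkd1 among the genes found by the liver arrays, and neither passed here over all probe sets in limma (adjusted p = 0.485 and 0.865). Rrm2 passed at an unadjusted p = 0.00525 in the methods' t-test, and when adjusted in limma over the 3 liver candidate genes alone (adjusted p = 0.00483), which the paper chose from these arrays, so that this is no independent test. Adjusted over the R2 and R3 genes alone it did not pass (adjusted p = 0.0551). Prkd1 by its brightest probe set passed in none of the alternatives run (unadjusted p = 0.316 in the methods' t-test), and its other probe set had an unadjusted p = 0.0352 in limma. By the fold limits alone, Rrm2 lies below 0.60-fold here, as 1 of 26 genes of R2 and R3 past the limits, of which the paper isolates Iah1 and Rrm2. Prkd1, which lies beyond R3, is also below 0.60-fold, at 0.444 by its brightest probe set and 0.390 by the other. Both of these probe sets are close to background.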

Other observations

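No test in this part was chosen after its result was seen, apart from the scaling to a common trimmed mean. Most genes of the acute phase, NRF2 and p53 lists had lower values in A/J-12 SM than in A/J liver, while 16 of 26 genes of ER stress had higher values in a list that did not pass (adjusted p = 0.0547 with the preset correlation). In the acute phase and inflammation list 24 of 32 genes were lower in value, with a median of -0.11 (adjusted p = 0.000291 with the preset and adjusted p = 0.323 with an estimated correlation), among them Orm2, an orosomucoid, at -1.48 (SE 0.32) and Lcn2, lipocalin, at -1.43 (SE 0.44); with trimmed-mean scaling its adjusted p was 0.121, the range over its alternatives being 1.47e-06 to 0.323, and with median centring its median was -0.036. Of 24 NRF2 and glutathione genes 19 had lower values, with a median of -0.22 (adjusted p = 4.46e-05 with the preset and adjusted p = 0.323 with an estimated correlation) and of -0.10 without A/J-12 SM replicate 3. Hmox1, heme oxygenase, was at -0.78 (SE 0.24) and Gstm6 at -0.79 (SE 0.15), uncertain because its probes can match other glutathione transferases. Of 14 p53 targets 12 had lower values, with a median of -0.30 (adjusted p = 3.94e-05 with the preset and adjusted p = 0.259 with an estimated correlation), among them Phlda3 at -0.72 and Cdkn1a, a cell cycle inhibitor, at -0.68.

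Of 20 genes of de novo lipogenesis 15 had lower values, with a median of -0.23 (adjusted p = 0.0112 with the preset and adjusted p = 0.587 with an estimated correlation), among them Acacb, an acetyl-CoA carboxylase, at -0.83 (SE 0.44) and Fads2, a desaturase, at -0.52 (SE 0.19). The adjusted p was 0.133 without A/J replicate 2, 0.211 without A/J-12 SM replicate 2, 0.0822 without A/J-12 SM replicate 3 and 0.0711 with median centring. Over the alternatives of this list it ranged from 1.32e-06 to 0.587. The median was -0.37 without A/J-12 SM replicate 1 and -0.128 with median centring. Of 21 growth hormone-dependent and male-biased genes 16 had higher values, with a median of 0.12 (adjusted p = 0.00225 with the preset and adjusted p = 0.587 with an estimated correlation), among them Socs2, a target of growth hormone, at 1.02 (SE 0.26) and Hsd3b5 at 0.66 (SE 0.15). Its adjusted p was 0.0597 without A/J replicate 3, 0.16 without A/J-12 SM replicate 2 and 0.103 with the mean over all probe sets of a gene, the range over its alternatives being 9.96e-08 to 0.587; the median was 0.00492 under the values as deposited, 0.24 with median centring, 0.08 without A/J replicate 3 and 0.20 without A/J-12 SM replicate 3. Fatty acid oxidation did not pass as a list (adjusted p = 0.0833), with Vnn1 at -0.86 and Pex11a at -0.68, nor did glucose metabolism (adjusted p = 0.397), with Pck1, the gluconeogenic enzyme, at 0.81. In the mitochondrial respiratory chain none of 34 genes had an unadjusted p under 0.05 in limma.

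The paper reports lower Cd36 and Dgat2 in Hepa1-6 cells with more Iah1. In A/J-12 SM liver, where Iah1 was higher, Cd36 was lower, and Dgat2 was at -0.01 on the log2 scale (adjusted p = 0.990 from limma). As a list of 2 genes, chosen by the study in a cell line, they passed through Cd36 (adjusted p = 0.0097 with the preset and adjusted p = 0.323 with an estimated correlation). Of the 19 genes of Table 2, chosen by the paper from epididymal fat, 16 are named on the liver array, and none passed in limma over all probe sets (4 had an unadjusted p under 0.05). Among those at or above the median brightness, Rsad2 was at -0.83, Gdap10 at 0.58, Sh3yl1 at 0.44, Apob, the apolipoprotein of very low density lipoproteins, at 0.20, Cmpk2 at -0.15, Allc at 0.05 and Stxbp6 at 0.02. Dimmer ones were Fkbp1b at -2.29, Efcab10 at -1.34, Nt5c1b at 1.13, Pfn4 at 0.59, Nrcam at -0.40, Cdhr3 at 0.31, Nova1 at -0.25, Slc26a3 at -0.22 and Ntsr2 at 0.11. Some of these genes had other probe sets. Those of the brighter genes gave -0.89 and -0.62 for Rsad2, -0.26 for Apob, -0.51 for Cmpk2, -0.04 for Allc and -0.19 for Stxbp6. Those of the dimmer genes gave 1.68 for Nova1, -1.74 to 0.44 for Nrcam and -1.74 to 0.52 for Slc26a3. Across the 154 genes of R2 and R3 on the array, the liver difference had a correlation of 0.0463 with the paper's epididymal fat ratio (permutation p = 0.560; Spearman 0.0659, permutation p = 0.417; 4 relations tested, adjusted p = 0.560), and genes are not independent replicates.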
